A study of Mus musculus with 6 samples. Its data were reported in "RNA G-quadruplex removal promotes a translational switch after meiosis resumption" (2025).

How the data were processed

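Ribo-lite, a ribosome profiling method for small numbers of cells, was applied to mouse oocytes. It sequences the short mRNA fragments that a ribosome shields from nuclease, called ribosome footprints or ribosome-protected fragments. There were 6 libraries in 3 groups with 2 libraries each: fully grown oocytes at the germinal vesicle stage (WT_FGO), control oocytes matured to metaphase II (WT_MII) and treated metaphase II oocytes (Treat_MII). The labels name the last group only as treated. In the study's methods and results the treatment during maturation is BYBX, a small molecule that binds and stabilizes RNA G-quadruplexes (rG4s), and the controls received the solvent DMSO. RNA-seq and rG4 mapping libraries of the study were not analysed here, so no translational efficiency (footprints divided by mRNA) was computed.

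The deposited values were FPKM (fragments scaled to coding sequence length in kilobases and to the reads of the library), which the authors made per library from reads placed on the mouse mm10 genome. No spike-in scaling is stated for these libraries, so every value is relative to the total of its own library, and a change in the total amount of footprints per oocyte would not be visible. For the processing of these libraries the study refers to a published article, which was not used here, so the counting program, the annotation release and the handling of molecular identifiers are not given here. The table held 22416 genes after 26 entries with a repeated gene name were left out.

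The reads behind each value were recovered where possible. Multiplied by the union length of the coding exons in GENCODE mouse release 21 (GRCm38, the same assembly as mm10), the FPKM fell on whole multiples of a single step in each library. This gave whole reads in all 6 libraries for 96.4% of the genes, with a tolerance of 0.02 reads. The library constants corresponded to 94310 and 107252 reads for WT_FGO, 164974 and 230906 for WT_MII, and 331306 and 275604 for Treat_MII. A single read in a coding sequence of 1 kb was thus worth 10.6 and 9.32 FPKM in WT_FGO, 6.06 and 4.33 FPKM in WT_MII, and 3.02 and 3.63 FPKM in Treat_MII. A count of 3 reads was taken as the floor, and folds against a group whose libraries all lay at or under it are given as lower bounds. Floors cover counting error only, since PCR copies of a molecule are not independent reads.

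Genes with a mean of at least 1 FPKM over the 6 libraries were tested (15129 genes). log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a mean-variance trend. All 6 libraries entered a single fit with the 3 groups as terms and no covariate, because 2 libraries per group say little about the spread alone. Replicate numbers were not taken as pairs: deviations from the group means correlated at 0.0344, 0.0176 and 0.0190 between same-numbered libraries of the 3 pairs of groups (2709 genes). The contrasts were WT_MII minus WT_FGO (maturation), Treat_MII minus WT_MII (treatment) and Treat_MII minus WT_FGO. P-values were adjusted by the Benjamini-Hochberg method and called under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates changes between low values that are not 0. A change against 0 reads can be overstated, because 1 FPKM is less than 1 read is worth in 1 kb. Ost4, with 1 and 7 reads in WT_FGO and no read in WT_MII, had a maturation change of -7.90, while its bound was 2.43-fold. Genes past 2-fold were counted separately from the ratio of mean FPKM + 1, without a test. Gene lists were tested with camera at an inter-gene correlation of 0.01, with fry as a check, and adjusted over lists and both contrasts. List medians were also taken with genes at or under the floor in 1 group at their bound and without genes at or under it in both. The lists were genes translated after meiotic resumption, oocyte genes, granulosa or cumulus markers, large and small ribosomal protein genes, translation initiation factors, DEAD/DEAH-box helicases, mitochondrially encoded genes and replication-dependent histone genes. The G-quadruplex motif was 4 runs of at least 3 G with loops of 1 to 7 bases, searched in the 5′-UTR, coding sequence and 3′-UTR of the longest coding transcript, and 97.9% of the tested genes had this annotation. A motif in the sequence is not a measured rG4.

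The genes named are the 6 that the study followed by reporters, blots or overexpression (Zar1, Btg4, Cnot7, Ccnb1, Pabpn1l and Dhx36), and, for the maturation and the treatment contrast, the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 10 FPKM, both libraries of a group beyond both of the other, and a symbol that is not a predicted or clone name. Groups, tests, lists, the naming rule and the alternatives were fixed before the data were examined, except where the text says otherwise. The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, centring on the median log2 ratio, quantile normalization, rescaling to a common total, a term for the replicate number, only the compared groups, no trend, the treated libraries averaged, a 2-fold minimum, and leaving out each library. For the motif they also included runs of at least 2 G, the motif in any coding transcript, and genes without the motif matched on length and GC content. After the data were seen, 2 more alternatives were added: only the 2709 genes with at least 60 recovered reads over the 6 libraries, and limma with voom precision weights on the recovered reads of those genes. The list medians with genes at their bound, the chance share of separated groups, the choice of genes by WT_FGO reads and the draws with the spread between libraries were also added after the data were seen.

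The procedure was tested on simulated data. Reads were drawn for 14549 genes with the means, depths and library spread of the real ones, and 200 genes were changed 4-fold in a single group. Of the 186 changed genes that passed the filter 0 were called, as were 0 of the unchanged genes, although the fitted change of risen genes with at least 60 reads had a median of 2.03. With the 2732 simulated genes of at least 60 reads alone, 3 of 47 changed genes were called, and 9 of 47 with the precision weights. At a depth 100 times higher and with a smaller spread between libraries, 192 of 194 changed genes were called in the right direction, besides 39 unchanged genes. False calls were thus more frequent in that run than an adjusted p under 0.05 allows. In the fit of all simulated genes at the real depth, 0 of the 47 changed genes with at least 60 reads were called. A 4-fold change in WT_MII was thus rarely called against WT_FGO at that depth, even in well covered genes. In the data the same contrast had 1023 calls, so the simulation with 200 changed genes was no close copy of it. The treatment contrast, which has deeper libraries, was not simulated. The power behind its 0 calls is therefore unknown, and these 0 calls do not exclude changes of that size. Null draws used Poisson noise on pooled rates at the real depths (100 draws), and where stated also the spread between libraries of the simulated data. Shared sequence was measured as the percentage of 28-base words of a gene's coding sequence that also occur in annotated transcripts of another gene, pseudogenes included. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.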

Results

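Ribosome footprints were measured in mouse oocytes before and after meiotic maturation, and after maturation in the presence of a ligand of RNA G-quadruplexes (rG4s), which are folded stretches of G-rich RNA. Fully grown oocytes hold silent mRNAs, many of which are translated only once meiosis resumes. The study asked whether rG4s keep ribosomes off these mRNAs. The data were 6 libraries, with n = 2 in each of the groups WT_FGO (fully grown, germinal vesicle stage), WT_MII (control, metaphase II) and Treat_MII (treated, metaphase II). The reads recovered per library averaged 100781 ± 9151 (SD, n = 2) in WT_FGO, 197940 ± 46621 (SD, n = 2) in WT_MII and 303455 ± 39387 (SD, n = 2) in Treat_MII. Depth thus differed between the groups. The tested genes with recovered reads had a median of 13 reads over all 6 libraries together, and 11840 of these 14549 genes had fewer than 60. The share of all genes listed at 0 was 57.2% and 52.3% in WT_FGO, 55.4% and 52.3% in WT_MII, and 48.2% in each Treat_MII library, where 2136 genes were at 0 in the first library only and as many in the second only.

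Replicate libraries were compared first, to set the error. Across the 15129 tested genes, which are not independent replicates, Spearman's rho of log2(FPKM + 1) was 0.499 between the WT_FGO libraries, 0.608 between the WT_MII libraries and 0.732 between the Treat_MII libraries. The corresponding Pearson's r was 0.540, 0.695 and 0.812. Among the 2709 genes with at least 60 reads, a limit chosen after the data were seen, rho rose to 0.850, 0.853 and 0.959, and the SD of the log2 difference between replicates was 1.54, 1.03 and 0.50. A chi-square of the recovered reads per degree of freedom was 3.87, 8.75 and 1.60 for the same pairs, where 1 is sampling noise alone. The Treat_MII libraries differed by more than counting error (chi-square p = 2.76e-95 across 3333 genes of these libraries) and were counted as 2 samples, as the labels give them. The test takes reads as independent, and PCR copies alone can raise its value, so it does not exclude 2 libraries from the same sample. WT_MII_2 was closer to the treated libraries (4.56 and 4.19) than to WT_MII_1 (8.75), whereas WT_FGO against WT_MII gave between 29.2 and 34.7.

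Maturation was examined by comparing WT_MII with WT_FGO. Of 15129 genes, limma called 555 higher and 468 lower in WT_MII at an adjusted p under 0.05. Centring each library on its median log2 ratio moved the share of higher calls from 54.3% to 70.2% (717 higher and 304 lower), and fitting these 2 groups alone left 0 calls, against 3442 genes at an unadjusted p under 0.05 in the fit of all 6 libraries. Counted by the ratio of means without a test, 3565 genes were over 2-fold higher and 6318 over 2-fold lower. These counts were 4469 and 5822 without WT_FGO_1, 5206 and 4993 without WT_FGO_2, and 4284 and 5041 on centring. Both WT_MII libraries lay above both WT_FGO libraries for 2313 genes and below both for 3901. For 2 libraries against 2, chance puts 16.7% of untied genes in each of these classes. Over all tested genes the median change fell by 0.44 on the log2 scale. The value depended on the gene filter, the normalization and the libraries. It was -0.61 with a mean of at least 5 FPKM and 0.23 among genes with at least 60 reads. It was -0.02 after quantile normalization and 0 without WT_FGO_2.

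The largest rises included Plat (GRCm38 chromosome 8, 22757727 to 22782844), which went from 22.2 ± 31.5 FPKM (SD, n = 2) in WT_FGO to 6962 ± 562 (SD, n = 2) in WT_MII, an increase of 10.01 ± 1.59 (SE) on the log2 scale with an adjusted p of 0.0219 in limma. The increase was 7.26 without WT_FGO_1 and 12.76 without WT_FGO_2. With a pseudocount of 0.1 the adjusted p of Plat was 0.0817. Smim11 (chromosome 16, 92301286 to 92313041), Smim14 (chromosome 5, 65446844 to 65537184), Ddit4 (chromosome 10, 59949669 to 59951834) and Lbr (chromosome 1, 181815335 to 181843046) had no read in either WT_FGO library. Against the floor of 3 reads, Smim11 was at least 4.84-fold higher in WT_MII, Smim14 at least 7.24-fold, Ddit4 at least 11.7-fold and Lbr at least 30.3-fold, with adjusted p values from limma between 0.000697 and 0.000839. The largest falls were genes with no read in either WT_MII library and few in WT_FGO. A group at 0 in both libraries adds no spread to the fit. The adjusted p values of the rises and falls with such a group may thus be too small. Atp5j (chromosome 16, 84827866 to 84835625) had 10 and 8 reads in WT_FGO and was at least 5.79-fold lower in WT_MII (adjusted p 0.00181). Sec22b (chromosome 3, 97901190 to 97923276) had 15 and 11 reads and was at least 8.39-fold lower (adjusted p 0.00331). Tmem258 (chromosome 19, 10204014 to 10207824) with 3 and 9 reads was at least 3.71-fold lower, and Ost4 (chromosome 5, 30905885 to 30907788) with 1 and 7 reads at least 2.43-fold lower. Pate14, which matched no coding length used here, was listed at 0 in both WT_MII libraries and at 307 and 108 FPKM in WT_FGO (adjusted p 0.0385, and 0.0874 with a pseudocount of 0.1).

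The genes that the study followed individually were read next. Btg4 (chromosome 9, 51060901 to 51119875), a gene whose mRNA is translated after meiotic resumption, rose from 199 ± 42.3 FPKM (SD, n = 2) in WT_FGO to 4820 ± 68.6 (SD, n = 2) in WT_MII and was 5789 ± 240 (SD, n = 2) in Treat_MII. Its maturation change was 4.60 ± 0.21 (SE, adjusted p 0.000758) and its treatment change 0.26 ± 0.21 (SE, adjusted p 0.932). Cnot7 (chromosome 8, 40492540 to 40515847) went from 49.8 ± 52.9 to 2156 ± 311 and 2436 ± 89.9 FPKM (SD, n = 2 each), with a maturation change of 5.96 ± 0.81 (SE, adjusted p 0.0142) and a treatment change of 0.18 ± 0.81 (SE, adjusted p 1). The first was 4.60 without WT_FGO_1 and 7.32 without WT_FGO_2, and the second 0.0356 without WT_MII_1 and 0.33 without WT_MII_2. Ccnb1 (chromosome 13, 100778650 to 100786570) had no read in WT_FGO, 279 ± 61.8 FPKM in WT_MII and 326 ± 63.99 in Treat_MII (SD, n = 2 each). It was at least 12.02-fold higher in WT_MII than the floor in WT_FGO, but 92.3% of its coding 28-base words also occur in transcripts of other genes, so its level is uncertain. Its treatment change was 0.23 ± 0.47 (SE, adjusted p 1), and 0.00265 without WT_MII_1, 0.46 without WT_MII_2, 0.43 without Treat_MII_1 and 0.0289 without Treat_MII_2. Pabpn1l (chromosome 8, 122619471 to 122622739), with 2 and 3 reads in WT_FGO, was at least 9.82-fold higher in WT_MII (340 ± 44.0 FPKM) and reached 705 ± 10.996 FPKM in Treat_MII (SD, n = 2 each), a treatment change of 1.06 ± 0.32 (SE, adjusted p 0.802). Zar1 (chromosome 5, 72576806 to 72581254) fell by 2.22 from WT_FGO (1119 ± 36.9 FPKM) to WT_MII (241 ± 32.3) with an adjusted p of 0.00705. It was 407 ± 11.7 FPKM in Treat_MII (SD, n = 2 each), a treatment change of 0.76 ± 0.24 (SE, adjusted p 0.824), and 44.0% of its coding words are shared with other genes. Dhx36 (chromosome 3, 62468013 to 62507004), the gene of an rG4-unwinding helicase, had 253 ± 2.76, 201 ± 50.2 and 132 ± 19.3 FPKM (SD, n = 2 each) in the 3 groups, and neither its maturation change (adjusted p 0.547) nor its treatment change (adjusted p 0.932) was called. They were -0.35 and -0.59, but -0.0948 for maturation without WT_MII_1, and -0.61 for maturation and -0.33 for treatment without WT_MII_2. Adjusted over the list alone, 5 of these 6 genes passed 0.05 for maturation and 0 for treatment, where the smallest value was 0.0598, for Zar1 and Pabpn1l. The smallest adjusted p for treatment over all genes was 0.249.

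**Figure D1:**
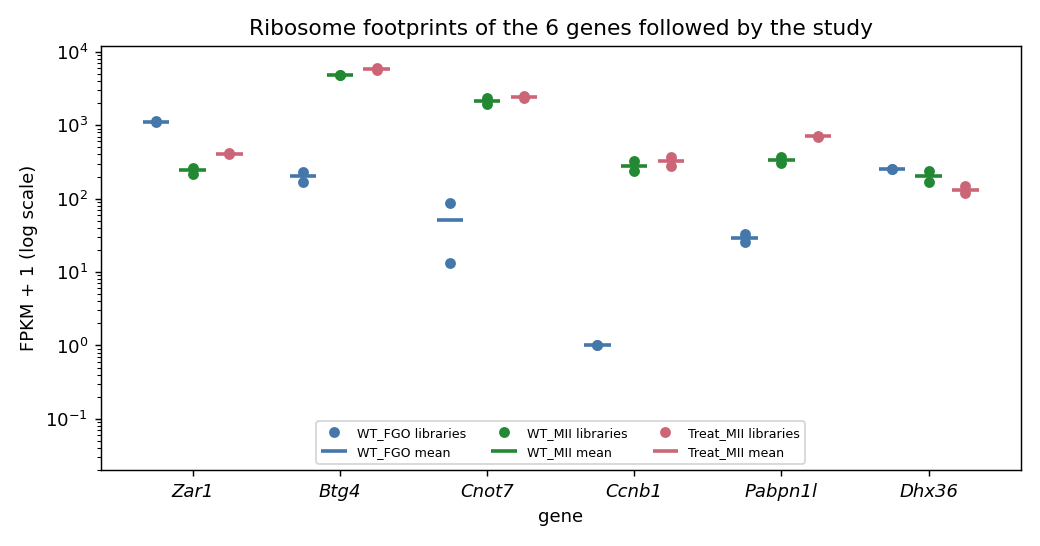
Footprint level of each of the 6 genes as FPKM + 1 on a log axis, with points for the 2 libraries of WT_FGO, WT_MII and Treat_MII and bars for the group means. Btg4, Cnot7, Ccnb1 and Pabpn1l lie far higher in both metaphase II groups than in WT_FGO, and their treated means are above their control means. The values are relative to each library and measure neither protein nor footprints per mRNA.

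The main question of the design was whether treated metaphase II oocytes differ from control ones. At an adjusted p under 0.05, limma called 0 of 15129 genes higher and 0 lower in Treat_MII. At an unadjusted p under 0.05 there were 575 higher and 306 lower genes, or 881 in all, against 756 by chance alone. Among the 2709 genes with at least 60 reads the counts were again 0 and 0, with 202 genes at an unadjusted p under 0.05 (146 higher and 56 lower, 135 by chance). Treating the treated libraries as a single sample gave 563 higher calls, of which 559 were genes at 0 in all 4 control libraries, whose spread was then 0. With the precision weights, added after the data were seen, 8 genes were higher and 2 lower, and 326 genes had an unadjusted p under 0.05. These were 162 higher and 164 lower, so the excess of higher genes at an unadjusted p under 0.05 was absent in that fit. The genes called with the precision weights, named next, were chosen after their values were seen. Npm2 (chromosome 14, 70647302 to 70659244) had 30 and 27 reads in WT_MII and 213 and 224 in Treat_MII, a change of 2.32 ± 0.33 (SE, adjusted p 0.0133 in weighted limma and 0.447 in the unweighted fit). The others that were higher were Ssb, Aspm, Zp3, Tle6, Padi6, Fbxw18 and Nlrp14, with changes between 1.01 and 2.19, and the lower ones were Zbed3, which fell by 0.99, and Hunk, which fell by 2.24. In the unweighted fit their adjusted p lay between 0.447 and 0.741.

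By the 2-fold rule without a test, 3012 genes were higher and 3201 lower in Treat_MII than in WT_MII. Which direction had more genes depended on the library left out: the counts were 4157 higher and 2605 lower without WT_MII_1, 4551 and 3131 without WT_MII_2, 2646 and 3804 without Treat_MII_1, and 2718 and 3983 without Treat_MII_2. On centring they were 3191 and 3065. A mean of at least 5 FPKM lowered the counts to 1614 and 1698. To see how many of these genes the depth alone could give, libraries were drawn from rates common to all 4 metaphase II libraries. Among the 14549 tested genes with recovered reads, the deposited libraries gave 2906 higher and 3087 lower genes, and the drawn ones 1875 (1761 to 1970 over 100 draws) and 1414 (1342 to 1490). Among the 2709 genes with at least 60 reads, 184 were higher and 175 lower, against 13.1 and 7.0 in the draws. Both treated libraries lay above both controls for 2356 of the 14549 genes and below both for 2265, against 1970 and 1987 in the draws and 16.7% of untied genes in each class by chance. Among the 2709 genes with at least 60 reads these numbers were 677 (25.0%) and 574 (21.2%). The draws, which hold sampling noise alone, gave 456 and 454.

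**Figure D2:**
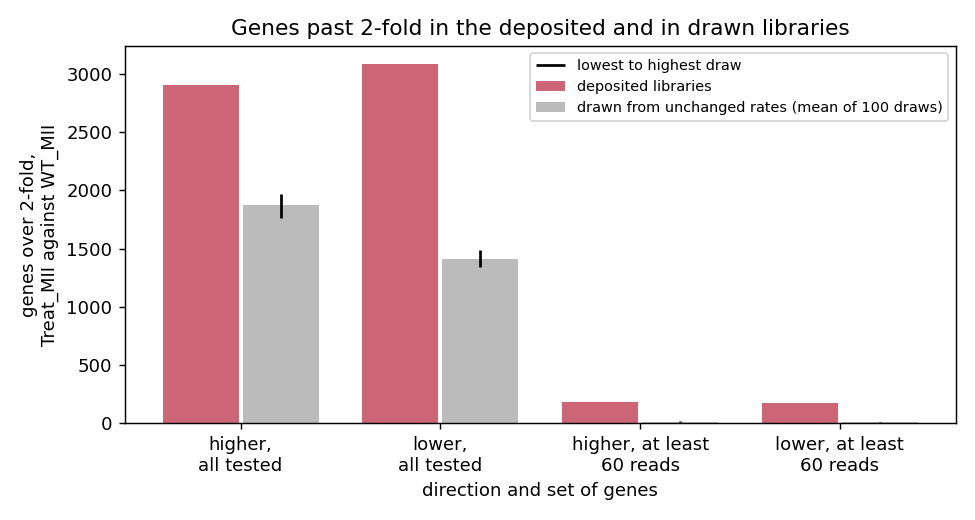
Number of genes over 2-fold higher or lower in Treat_MII than in WT_MII, for the deposited libraries and for libraries drawn from unchanged rates (mean of 100 draws, with the lowest and highest draw as a line). Among all tested genes with recovered reads the draws give 1875 of the 2906 higher genes and 1414 of the 3087 lower genes, and among genes with at least 60 reads they give 13.1 and 7.0.

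The footprint level over all genes could only be compared relative to each library. The mean FPKM over all genes was 33.6 ± 2.01 (SD, n = 2) in WT_MII and 35.3 ± 0.0105 (SD, n = 2) in Treat_MII. The median treatment change over the tested genes was 0 in each of the 4 library pairs. Among genes with at least 60 reads it was 0.10 and 0.12 against WT_MII_1, and fell by 0.03 and by 0.01 against WT_MII_2, so the pairs differed in direction with the control library used.

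Treated oocytes were also compared with WT_FGO, to see how much of the maturation change was present in them. limma called 432 genes higher and 151 lower in Treat_MII than in WT_FGO. The added filter of 60 reads moved these counts to 731 and 413, and a term for the replicate number lowered the second to 74.

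Whether the treatment change ran against the maturation change was tested across genes. Both changes contain the WT_MII libraries, and their correlation over the 15129 genes was -0.431, against -0.231 (-0.251 to -0.210) in libraries drawn without a treatment change and -0.250 (-0.268 to -0.230) in draws that add the spread between libraries. Simulated data with no change at maturation either gave -0.467. With 1 control library for each change, rho was -0.0997 and -0.0579 for the 2 ways of assigning them, against -0.00486 and -0.00525 in the draws, and the slopes were -0.0633 and -0.0435. Among genes with at least 60 reads, those lowered over 4-fold at maturation were higher in treated oocytes by a median of 0.59 (349 genes) and 0.54 (326 genes), and 74.8% and 69.6% of them were higher. In the draws the medians lay between -0.13 and 0.09, and between -0.09 and 0.18 with the spread between libraries. The rho of all genes with at least 60 reads was -0.233 against WT_MII_2 and -0.0556 against WT_MII_1. The rise depended on the read limit: over all 15129 tested genes the medians of lowered genes were 0 and 0 (3532 and 3386 genes, 49.8% and 48.8% higher, against 39.7% and 40.6% in the draws), and with at least 5 FPKM they were 0.19 and 0.18. Genes raised over 4-fold fell by a median of 0.10 (712 genes) against WT_MII_2 and rose by 0.11 (727 genes) against WT_MII_1. Among genes with at least 60 reads, the footprints gained at maturation were thus not lower in treated oocytes by more than the difference between the control libraries. Over all tested genes the medians of raised genes were 0 and 0 (2556 and 2408 genes). Of these genes 39.8% and 47.4% were higher, against 48.6% (45.2% to 50.8%) and 49.9% (47.3% to 51.9%) in the draws. The first share thus lay under the draws and the second near their lowest value.

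**Figure D3:**
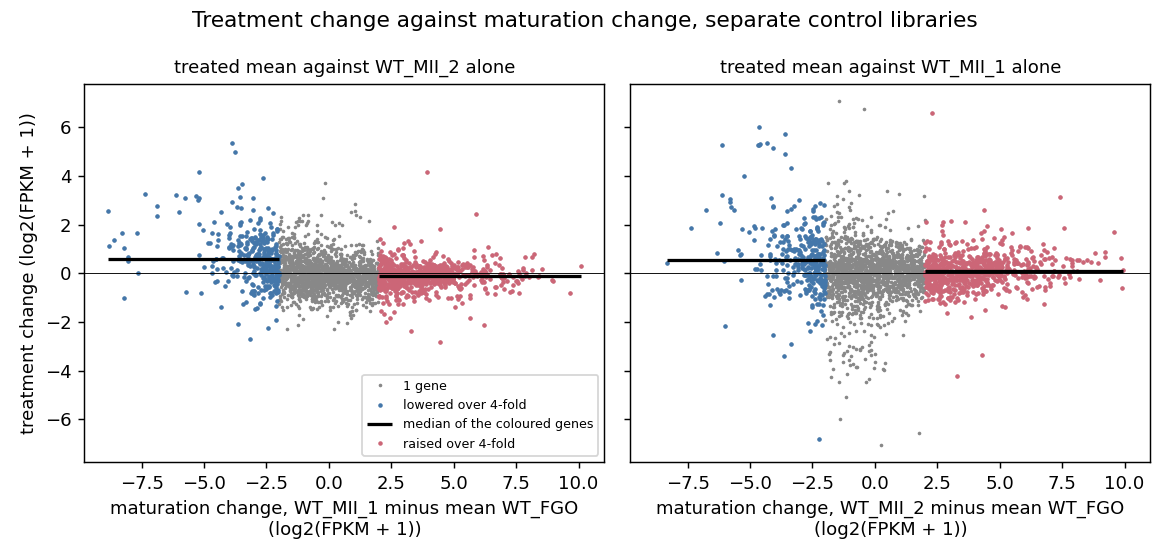
Treatment change against maturation change in log2(FPKM + 1) for genes with at least 60 reads, 1 point per gene, with a different control library on each axis and the 2 ways of assigning them in the 2 panels. Horizontal lines mark the medians of genes lowered over 4-fold (0.59 and 0.54) and raised over 4-fold (-0.10 and 0.11) at maturation.

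Gene lists were tested as sets. The 11 genes translated after meiotic resumption rose at maturation by a median of 4.96, all 11 being higher in WT_MII (camera adjusted p 1.73e-11). With the 3 genes at the read floor in 1 group set to their bound, the median was 4.32. This list holds 4 of the study's genes (Ccnb1, Btg4, Cnot7 and Pabpn1l) and Plat. Its median treatment change was 0.26, with 9 of 11 genes higher (adjusted p 0.531), and 0.11 without WT_MII_1 and 0.46 without WT_MII_2. The 19 oocyte genes, among them Zar1, Npm2, Zp3, Padi6 and Tle6, fell by a median of 2.53 at maturation, 17 being lower (adjusted p 0.000208). With treatment they rose by a median of 1.10, 17 being higher (adjusted p 0.000208). fry gave adjusted p values of 0.00791, 0.00791 and 0.0416 for these 3 results. With genes at the floor set to their bound the oocyte medians were -2.49 and 1.10.

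The study's finding on ribosomal proteins and initiation factors concerned their binding to RNA, while the values here are footprints on their own mRNAs. Many ribosomal protein genes share their sequence with pseudogenes, and 17 of 52 large and 13 of 32 small ones were listed at 0 in all libraries. The 19 tested small ribosomal protein genes had a median change of -2.30 at maturation, 15 being lower (adjusted p 0.0221, fry 0.00791). The median was -0.70 with an adjusted p of 0.906 among those with at least 60 reads, and -3.85 without WT_FGO_2. Of these 19 genes 10 were at the floor in both groups, and for the other 9, with 7 of them at their bound, the median was -1.17. With treatment the small ones had a median of 1.44 (adjusted p 0.190, fry 0.0446), but 0.20 without Treat_MII_1, and 0.01 for the 7 genes above the floor in at least 1 group with 4 of them at their bound. The 35 large ones fell by 0.52 at maturation (adjusted p 0.441, fry 0.0416), with 0 without WT_FGO_2 and -1.53 without WT_MII_1, and had a median of 0 with treatment (adjusted p 0.974) and 0.13 without WT_MII_2. Their medians with genes at the bound were -1.51 and 0. The 52 translation initiation factors fell by 1.07 at maturation (adjusted p 0.155, fry 0.00791), and by 0.58 without WT_MII_2. They rose by 0.25 with treatment, 34 being higher (adjusted p 0.190, fry 0.0416), and by 0.13 without WT_MII_1 and 0.38 without Treat_MII_2. Their medians with genes at the bound were -0.79 and 0.25.

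The remaining lists had no camera adjusted p under 0.05. The 51 DEAD/DEAH-box helicases fell by 0.37 at maturation (adjusted p 0.580, fry 0.0416), a direction that changed on centring (0.11), and the median was -0.90 without WT_FGO_2. With treatment they rose by 0.26 (adjusted p 0.587), and by 0.17 without WT_MII_1. Their medians with genes at the bound were -0.36 and 0.23. The 8 mitochondrially encoded genes fell by 0.09 (adjusted p 0.974), but rose by 0.19 on centring, by 0.10 without WT_FGO_1 and by 0.04 without WT_MII_1. With treatment they rose by 0.21 (adjusted p 0.531). The rise was 0.03 without WT_MII_1 or without Treat_MII_1, 0.39 without WT_MII_2 and 0.36 without Treat_MII_2. Their medians without the gene at the floor were -0.19 and 0.11. The 50 replication-dependent histone genes fell by 0.42 (adjusted p 0.974), but rose by 0.05 on centring and by 0.73 without WT_FGO_2. With treatment they rose by 0.15 (adjusted p 0.580), and by 0 without WT_MII_1. Reads were recovered for 2 of these genes, both at the floor. The 19 granulosa or cumulus markers fell by 1.24 at maturation (adjusted p 0.620), with a median of 0 without WT_FGO_2 and -2.68 without WT_FGO_1, and by 0.36 with treatment (adjusted p 0.620), with 0 without WT_MII_2 and 0.13 among genes with at least 60 reads. Their medians with genes at the bound were -0.99 and -0.15.

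Genes with a G-quadruplex motif were compared with genes without it, since the study asked whether rG4s in the untranslated regions lower ribosome binding under the ligand. For the treatment, the difference in median log2 change was 0 for a motif in the 5′-UTR (1031 genes with and 13238 without; adjusted p 0.766). It was -0.05 for the 3′-UTR (1555 and 12896 genes; adjusted p 0.766) and -0.11 for the coding sequence (672 and 14144 genes; raw p 0.0456, adjusted p 0.274). For maturation the differences were 0.05 (5′-UTR), 0.00155 (3′-UTR) and -0.07 (coding sequence), with adjusted p values of 0.967, 0.967 and 0.766. The coding sequence difference for treatment was -0.03 without WT_MII_2 and -0.21 without WT_MII_1. Over all tested genes the smallest adjusted p from fry in the 6 tests was 0.106. With the added limit of 60 reads, the coding sequence difference for treatment was -0.28 (117 genes with the motif) with an adjusted p of 0.0189 (0.161 to 0.951 in the other alternatives, fry 0.0321 at this limit). At the same limit the 3′-UTR difference for treatment was -0.18 (adjusted p 0.0611, fry 0.0131), and the maturation differences were -0.68 for the coding sequence (adjusted p 0.0639, fry 0.00337), -0.24 for the 5′-UTR (adjusted p 0.507, fry 0.0131) and -0.39 for the 3′-UTR (adjusted p 0.606, fry 0.0131). With runs of at least 2 G, fry gave 0.0429 for the 5′-UTR at maturation (difference 0.10, adjusted p 0.782). The maturation difference for the 5′-UTR changed sign on centring (-0.03) and without WT_FGO_1 (-0.26). Genes with a motif in the 5′-UTR had longer (median 315 against 159 bases) and more GC-rich (70.6% against 62.3%) 5′-UTRs. Against genes matched on both, all 6 adjusted p values were 0.951. The motif was found in the 3′-UTR of Pabpn1l. It was not found in the 5′-UTR of Zar1, where the study reported an rG4. Nor was it found in the 3′-UTRs of Btg4, Cnot7 and Ccnb1, where the study reported rG4 signals. The Zar1 5′-UTR searched was 197 bases long, while the study describes a much shorter one. The genes without the motif thus include genes with reported rG4s, so these tests cannot decide the effect of rG4s.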

Values the study reported

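The study reported 3171 transcripts with lower and 2397 transcripts with higher ribosome binding by a 2-fold rule in metaphase II oocytes after BYBX treatment. It found the translational efficiency of 5718 transcripts raised and that of 163 transcripts lowered during maturation. Ribosome-protected fragments were described as decreased in treated oocytes, and the replicate libraries as highly correlated. On blots the study found less BTG4, CNOT7 and cyclin B1 protein after BYBX treatment. Reporters with the 3′-UTRs of Pabpn1l, Btg4 and Ccnb1 were repressed, and nascent protein synthesis was lower. Those are measures of protein, while the values above are relative footprints not divided by mRNA.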

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

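The 0 treatment calls held under the pseudocount of 0.1, no filter, at least 5 FPKM, centring, quantile normalization, rescaling, the term for replicate number, no trend and the limit of 60 reads (881 genes at an unadjusted p under 0.05 in the fit of all 6 libraries). The exceptions were the treated libraries averaged (563 higher, of which 559 were at 0 in all 4 control libraries and so had no spread, by construction) and the precision weights (8 higher and 2 lower). For changes without such a reason the cause was not tested. Calling was not attempted with a library left out, so the call counts were not checked in that way.

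The 2 groups alone gave 0 calls for maturation as well, so their 0 for treatment carries no information. Maturation calls numbered 188 higher and 140 lower without the trend, 0 and 0 with the 2 groups alone, 0 and 0 with the treated libraries averaged, and centring gave 304 lower. Treated against WT_FGO, the higher calls went from 432 to 653 on centring, 31 with the 2 groups alone, 56 without the trend, 675 with the treated libraries averaged, 731 at 60 reads and 749 with weights. The lower calls went from 151 to 232 at 5 FPKM, 56 on centring, 1, 3 and 15 in the next 3 of these settings, 413 at 60 reads and 676 with weights. With replicate number as a block, where the numbers do not mark pairs, the lower calls were 74.

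The 2-fold counts for maturation were 2090 higher and 4179 lower at 5 FPKM and 1018 and 749 at 60 reads, and those for treatment 1614 and 1698, then 184 and 175. Leaving out 1 library gave 2646 to 4551 higher and 2605 to 3983 lower genes for treatment, with more higher genes when a control and more lower genes when a treated library was left out, and 3014 to 5206 higher and 4993 to 6937 lower genes for maturation. The maturation median was -0.61 at 5 FPKM, -0.0221 after quantile normalization, reversed to 0.23 at 60 reads, and ran from -0.43 to 0 with 1 library left out. The treatment median was 0.0163 at 5 FPKM and 0.0544 at 60 reads. The mean rho with separate controls was -0.0788, and -0.144 at 60 reads, where it averages -0.233 and -0.0556 for the 2 ways of assigning the controls. Over all genes these were -0.0997 and -0.0579, so only the first was stronger at 60 reads.

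Among lists, fry left the medians as they are and gave adjusted p values of 0.0416 (large ribosomal protein genes, -0.52), 0.00791 (initiation factors, -1.07) and 0.0416 (helicases, -0.37) for maturation, and 0.0446 (small ribosomal protein genes, 1.44) and 0.0416 (initiation factors, 0.25) for treatment, where camera gave 0.441, 0.155, 0.580, 0.190 and 0.190. At 60 reads the small ribosomal protein genes had a maturation median of -0.70 (adjusted p 0.906) and the granulosa markers a treatment median of 0.13. Centring reversed the maturation medians of helicases (0.11), mitochondrially encoded genes (0.19) and histone genes (0.0487), and the change of Dhx36 (0.18). With 1 library left out the maturation medians ran from -2.78 to -2.31 (oocyte genes), -2.68 to 0 (granulosa markers), -1.53 to 0 (large ribosomal protein genes), -3.85 to -2.63 (small ones), -1.15 to -0.58 (initiation factors), -0.90 to -0.58 (helicases), -0.51 to 0.10 (mitochondrially encoded genes, 0.04 without WT_MII_1) and -0.67 to 0.73 (histone genes). The treatment medians ran from 0.11 to 0.46 (genes translated after resumption), 0.86 to 1.20 (oocyte genes), -0.21 to 0 (granulosa markers), 0 to 0.13 (large ribosomal protein genes), 0.20 to 0.98 (small ones) and 0.13 to 0.38 (initiation factors). The treatment median of the mitochondrially encoded genes ran from 0.03 to 0.39. The large ribosomal protein and histone lists had too few genes for a value at 60 reads.

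For the motif in the 5′-UTR, the maturation difference reversed to -0.0272 on centring and -0.24 at 60 reads, and ran from -0.26 to 0.13 with 1 library left out (-0.06 without WT_MII_1). For the 3′-UTR it reversed to -0.00156 on centring, -0.0150 after quantile normalization, -0.00854 with the motif in any coding transcript and -0.39 at 60 reads, and ran from -0.14 to 0.14 (-0.09 without WT_MII_1). For the coding sequence it reversed to 0.10 against matched genes and ran from -0.32 to -0.10. The treatment difference for the coding sequence was -0.28 at 60 reads. Of the other values for single genes, 10 moved with a library left out. The adjusted p of 2 (Plat and Pate14) rose above 0.05 with a pseudocount of 0.1, so their calls were lost. A further 197 kept their direction and, where a test was made, their call. Small treatment changes such as that of Ccnb1 (0.00265 to 0.46 with 1 library left out) varied widely among these.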

Other observations

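The tests of other library splits, shared controls, selection of genes by reads, coding GC content or length (for the lowered genes and for the motif), immature oocytes, genes standing out by sampling in WT_MII_1, and granulosa markers were chosen, or given their final form, only after the result was seen. For immature oocytes, a first comparison value with Poisson noise alone was replaced by draws that include the spread between libraries.

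More genes passed 2-fold between treated and control metaphase II oocytes than sampling gives. Draws from common rates gave 54.9% of the 5993 such genes, so most of the count, though not all of it, is of the size that low depth produces. Among genes with at least 60 reads they gave 20.1 of 359. Over all tested genes the 3 splits of the 4 metaphase II libraries into pairs gave 6213 (the real one), 5521 and 5445 such genes, so most of the count also arises between pairs that each hold 1 treated and 1 control library. Among genes with at least 60 reads 1 of the 3 splits (the real one) gave as many, the others giving 177 and 163. With 3 splits the share cannot go under 0.05, so an effect of the treatment and differences between libraries cannot be told apart for this count.

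Among genes with at least 60 reads, those that lost footprints at maturation had more of them in treated than in control metaphase II oocytes. Over all tested genes their median treatment change was 0. Among the better covered genes the rise was present with a separate control library for each change. The smaller median was 0.54, against at most 0.09 in the draws and 0.18 in draws with the spread between libraries. The rise was also present after thinning the metaphase II libraries to 164974 reads (0.49), and within classes of GC content and length. There the median difference of lowered from little-changed genes was 0.51, and lowered genes were above the others with either control library in 15 of 16 classes. It was also present when genes were chosen by at least 20 reads in WT_FGO alone (1703 genes, smaller median 0.50, against at most 0.22 in draws with the spread between libraries). It is therefore not explained by shared controls, by depth, by these sequence features or by the choice of genes through the treated libraries alone. A fixed share of immature oocytes among the treated ones would add the same share of WT_FGO reads to each lowered gene. The estimated share was 16.0% and 16.4% in the 2 libraries, but it differed between the 125 genes (10th to 90th percentile 0.544% to 29.1%), with a chi-square per gene of 11.7 against at most 6.06 in draws with a single share. A delayed or partial maturation that affects genes unequally, a direct effect of the ligand, and a difference between batches of oocytes may each give such a pattern, and all 3 stay open. The study reported higher transcript levels in treated than in control metaphase II oocytes. Footprints were not divided by mRNA here, so a difference in mRNA stays open as well. As the pattern was found and tested on the same 4 libraries, it is a hypothesis.

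In WT_MII_1, 21 genes stood 4-fold above every other library, against 0 in the draws, and took 2.93% of its reads. The numbers in the other libraries were 2 and 3 (WT_FGO) and 0 (the 3 others). Across genes the log2 ratio of WT_MII_1 to WT_MII_2 had a rho of 0.0710 with coding GC content and 0.194 with coding length, and all 21 genes stayed over 4-fold within classes of either, which argues against both as the whole cause. What made these genes high stays open, and no biological explanation was tested, because the labels give the 2 libraries the same group.

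The 8 granulosa or cumulus markers with at least 10 reads in WT_FGO were all higher in WT_FGO_2 than in WT_FGO_1, by a median log2 ratio of 3.46. Of 10000 lists matched in level, 0 reached this median. Markers made up 0.296% of the reads of WT_FGO_2 and 0.0339% of WT_FGO_1, where 3 of the 22 also lay over 50 RPM (reads scaled to the library total). Gja1 had 91 and 10 reads and Inha 88 and 3. A candidate explanation is a small number of granulosa or cumulus cells carried along with the oocytes of WT_FGO_2.

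Of 84 ribosomal protein genes 30 were listed at 0 in all libraries. Their coding sequence was shared with other annotated transcripts at a median of 100%, against 90.2% for those not at 0. All 30 were among the 75 genes with over 50% shared, and 0 among the other 9 (Fisher's exact test across genes, p 0.0233). Over all genes the share at 0 rose from 13.4% to 35.97%, 59.2% and 84.3% with the shared percentage. With this median of 100, reads shared with pseudogenes or paralogs, and then discarded for matching several places, may be the reason, and the levels of such genes, Gapdh (94.3% shared) and Ccnb1 among them, are likely too low.

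Genes with a G-quadruplex motif in the coding sequence had a lower treatment change at 60 reads, -0.28 in the median. The difference was -0.21 against WT_MII_2 alone and -0.17 against WT_MII_1, so the genes high in WT_MII_1 are not its cause. Against genes matched on coding length and GC content it was -0.11 (-0.26 to 0.0203 with the highest and lowest 2.5% of 10000 resamples left out), so the motif and the base composition cannot be told apart as its source, with 117 genes too few to decide. The camera call appeared only with the limit of 60 reads, which was added after the data were seen.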
